A study of Homo sapiens with 24 samples.

How the data were processed

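RNA was measured by sequencing poly(A)-selected, strand-specific libraries from MCF-10A cells, an immortalised human mammary epithelial line, and from MCF-10A cells carrying MYC-ER, a fusion of the MYC transcription factor to the hormone-binding part of the oestrogen receptor, whose human or mouse origin the labels do not give. The fusion protein is held inactive in the cytoplasm until 4-hydroxytamoxifen (4-OHT) binds it. Per the labels' protocols, both lines grew as 3D cultures on a basement-membrane gel, received 1 µM 4-OHT from day 3 for 48, 24, 8 or 0 h, and were harvested together on day 5, so that the 0 h wells had the same age as the treated ones. The labels give 3 replicates of each of 8 groups (24 libraries), 150-base paired-end reads, and 3 libraries pooled per sequencing lane. Which libraries shared a lane is not stated, so lane effects could not be separated from group effects.

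The deposited table holds whole-number counts per gene, not normalised, with 1 column per library. The labels and the file header name no aligner, counting program, genome build or annotation release, and do not say whether the counting used strand or how reads that match several genes were treated. The table's name and layout resemble those written by StringTie's prepDE, which derives counts from coverage instead of counting reads, and the table does not settle this. If it was used, a count is an estimate, and the 3-count limits and the chi-square comparison of replicates, which treat it as a number of independent reads, are approximate. Gene coordinates are therefore not given, and genes with close paralogues, read-through transcripts or overlapping neighbours are reported as uncertain where named. The table has 60668 rows with versioned Ensembl identifiers. Of these, 60295 matched a symbol table after the version suffix was removed. Totals ran from 136860029 to 182438505 counts per library, a 1.33-fold range. A gene with no counts in the smallest library could still be present at up to 0.0219 CPM (counts scaled to a common library total, so that libraries can be compared), taking 3 counts as the limit that a count of 0 allows. The value of 0.0219 uses the plain library total, without the scaling described below. These limits cover counting error alone, since PCR copies were not marked.

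Groups were taken from the labels. Genes were kept where edgeR's filterByExpr found enough counts for groups of this size, which left 22158 genes, 22001 of them with a symbol. Counts were scaled by TMM and fitted in edgeR 4.0.16 (R 4.3.3) with 1 mean per group over all 24 libraries. Contrasts were tested with the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05. The SE given with a log2 change is the size of that change divided by the square root of F. It can fall under the counting error where a group holds few counts. The common biological coefficient of variation was 0.151. The contrasts were 8, 24 and 48 h against 0 h in each line, 24 h against 8 h and 48 h against 24 h in MYC-ER, MYC-ER against parental at 0 h, and the line by time interaction at 8, 24 and 48 h, which is the MYC-ER change minus the parental change. CPM values use the TMM-scaled totals, and log2 CPM a prior count of 2. Principal components, Spearman correlations and a chi-square comparison of replicate counts described the libraries.

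The groups, contrasts, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. Named genes are the 3 with the largest rise and the 3 with the largest fall in a contrast, among genes past the threshold, with a proper symbol, a mean of at least 10 CPM in the highest of the groups compared and, for 2-group contrasts, no overlap between the replicate values. MYC, ESR1 and members of the gene lists could also be named. CDKN2A and CDKN2B were looked at as a further check of the cell line. The 10 lists, written from general knowledge, were MYC targets, MYC-repressed genes, SR proteins, hnRNP proteins, core spliceosome, cytosolic ribosomal proteins, S phase, G2 and mitosis, oestrogen response and sterol synthesis. They hold 375 genes, of which 366 were tested. Each list was tested in each contrast with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the 120 tests. Another 4 lists (ERK, FOXO, HIF and NF-kB targets) were written after the gene-level results had been seen and hold genes whose values had not been looked at, apart from 1 FOXO target that an earlier list also holds; they serve the additional observations.

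Alternatives were other scalings (DESeq2 size factors, library size alone, upper quartile), no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, a fit of only the groups compared, the replicate number as a block, fry and camera with an estimated correlation for the lists, and leaving out each library. Chosen after seeing the data were fits in which each library's lowess trend (span 0.3) on GC content, or on GC content and transcript length in 2 passes, was removed through offsets. GC content and length came from the longest GENCODE release 29 transcript of each gene, an annotation that may differ from the authors', and covered 98.0% of the genes tested. Comparisons that share the same 0 h libraries were set beside 10 simulations of unchanged groups. On simulated counts with 200 changed genes among 22158, edgeR over all libraries recovered 198 with 7 false calls (3.41% of its calls), and the interaction test recovered 194. DESeq2 also recovered 198, with 30 false calls (13.2%). These shares do not give the share of false calls in the data. The simulated changes were few and in 1 group, whereas 67.6% of genes were called for MYC-ER at 8 h. Each simulated gene also had the same spread in all libraries, whereas the parental 0 h replicates varied more than those of other groups. In the same simulation, camera put 0 of 200 random lists of unchanged genes past the adjusted threshold and 9 at an unadjusted p under 0.05. Genes were simulated independently, so this cannot tell whether the preset correlation suits lists of related genes. Figures were drawn with matplotlib 3.10.9.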

Results

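The data are counts per gene for 24 RNA-seq libraries from 3D cultures of 2 related lines, parental MCF-10A and MCF-10A MYC-ER, each with 3 replicates after 0, 8, 24 and 48 h of 4-OHT. The MYC-ER line serves to ask what follows activation of the fusion protein. The parental line, which lacks it, serves as the control for 4-OHT without the fusion. Library totals ran from 136860029 counts in MYC-ER 48 h replicate 2 to 182438505 in parental 0 h replicate 3, and the MYC-ER 0 h libraries held 171959875 to 180459929. No pair of replicates agreed within sampling noise, since the chi-square statistic per degree of freedom ran from 8.63 to 268 over the 24 replicate pairs, so each library was counted separately.

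Spearman correlations of log2 CPM were 0.983 to 0.992 between replicates and 0.933 to 0.989 between libraries of different groups. For 23 of the 24 libraries the most similar other library came from the same group. Mean correlations between the 4 parental groups were 0.982 to 0.988, whereas MYC-ER at 0 h correlated at 0.939 with MYC-ER at 8 h, 0.941 at 24 h and 0.972 at 48 h. Mitochondrial transcripts took 9.54% ± 0.26 (SD, n = 3) of the counts in MYC-ER at 0 h and 6.24% ± 0.55 at 8 h. In parental cells at 0 h the share was 6.06% ± 1.91, with replicate 1 at 3.86%, which made this the most variable group for that measure.

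**Figure D1:**
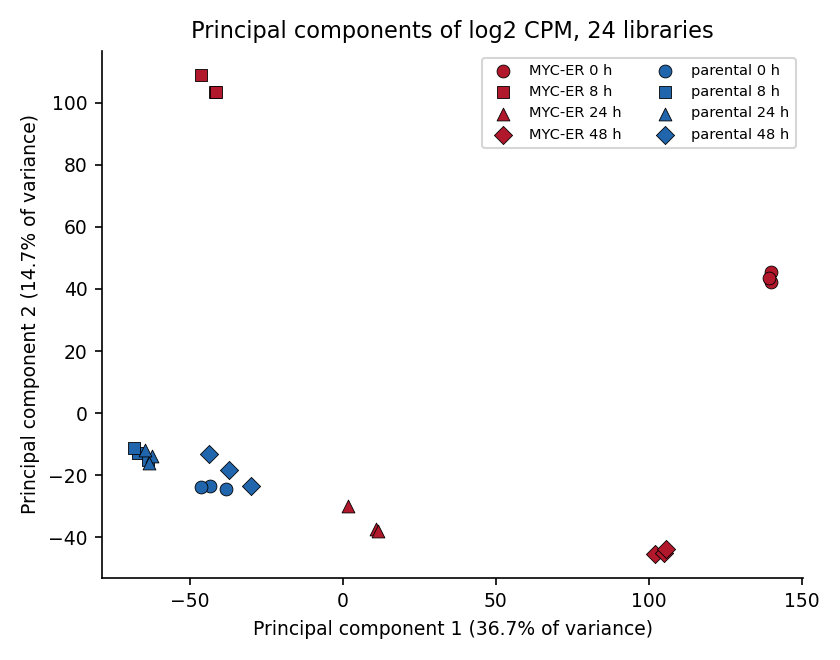
Principal components 1 and 2 of log2 CPM, with 1 point per library, colour for the line and marker shape for the time with 4-OHT. Component 1 carries 36.7% and component 2 14.7% of the variance, and the MYC-ER libraries at 0 h and 48 h lie at the positive end of component 1, away from the parental libraries.

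MYC and ESR1 were read first, because the fusion joins MYC to the hormone-binding part of an oestrogen receptor. The labels do not say whether that part is of human or mouse origin, so its reads need not fall in the human ESR1 row. MYC (ENSG00000136997.19) stood at 387 ± 8.05 CPM (SD, n = 3) in MYC-ER cells at 0 h, 795 ± 1.75 at 8 h, 321 ± 8.85 at 24 h and 248 ± 4.70 at 48 h. The corresponding parental values were 532 ± 68.7, 463 ± 17.5, 506 ± 14.1 and 525 ± 35.4 CPM. In MYC-ER cells the log2 change from 0 h was 1.04 (SE 0.068, adjusted p 8.28e-12) at 8 h, -0.27 (SE 0.067, adjusted p 0.00152) at 24 h and -0.64 (SE 0.067, adjusted p 7.19e-08) at 48 h. Whether reads of the fusion fall in the MYC row was not tested, and if they do, the counts do not separate them from endogenous MYC. At 0 h MYC was lower in MYC-ER than in parental cells, by a log2 change of -0.46 (adjusted p 3.35e-06). The parental 8 h value passed the threshold with a log2 change of -0.20 (adjusted p 0.0274), but not in 8 of the other fits, among them those without parental 0 h replicate 3 (-0.10, adjusted p 0.28) and with the GC trend removed (-0.10, adjusted p 0.339). ESR1 (ENSG00000091831.23) had 78 to 96 counts per library in MYC-ER at 0 h, 0 to 5 at 8 h, 17 to 40 at 24 h and 46 to 69 at 48 h, against 18 to 54 in the parental libraries. Its fall at 8 h had a log2 change of -5.37 (SE 0.64, adjusted p 1.77e-07), from -9.38 without MYC-ER 8 h replicate 2 to -4.79 without MYC-ER 8 h replicate 3. The value of -9.38 is not a measured size, because the MYC-ER 8 h libraries then left held 0 counts. The fall at 24 h, -1.48 (adjusted p 0.00879), was not past the threshold without MYC-ER 24 h replicate 2 (-1.20, adjusted p 0.0527). CDKN2A (ENSG00000147889.17) and CDKN2B (ENSG00000147883.12) lie in a region known to be deleted in MCF-10A. They had 0 counts in all 24 libraries, which allows up to 0.0219 CPM in the smallest, taken on its unscaled total.

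**Figure D2:**
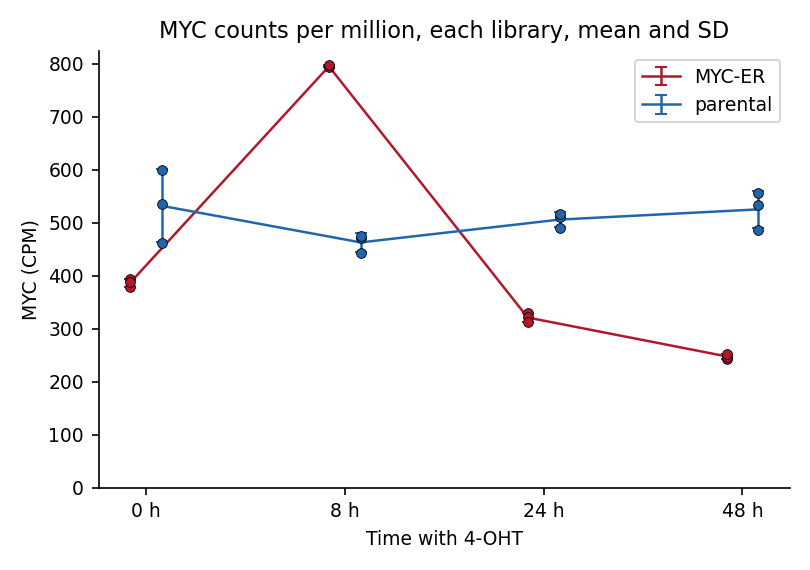
MYC in CPM, with 1 point per library and the mean ± SD of 3 replicates joined by lines, for MYC-ER and parental cells over the 4 times, drawn at equal spacing. The MYC-ER mean is 795 at 8 h and 248 at 48 h, while parental means stay between 463 and 532.

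The first comparison asks which transcripts change after 4-OHT in cells with the fusion. At 8 h, 14975 of 22158 genes (67.6%) passed the threshold, 7141 higher and 7834 lower, and 7693 of them changed at least 2-fold. Of the alternatives, requiring at least 10 counts in every library moved this count most, to 12692, with fewer genes tested. The 3 largest rises were in TFPI2 (ENSG00000105825.14), MMP1 (ENSG00000196611.5) and NTSR1 (ENSG00000101188.5). TFPI2 went from 0.0269 ± 0.0032 to 26.5 ± 3.5 CPM (SD, n = 3), a log2 change of 9.90 (SE 0.23, adjusted p 3.62e-19), from 4 to 5 counts per library at 0 h. So few counts leave more counting error than this SE shows. MMP1 rose to 33.7 ± 1.7 CPM and NTSR1 to 20.8 ± 1.2 CPM, with log2 changes of 9.32 and 9.20. KLHL38 (ENSG00000175946.8) fell from 11 ± 0.18 to 0.0279 ± 0.0061 CPM, a log2 change of -8.58 (SE 0.75, adjusted p 1.19e-09). BMF (ENSG00000104081.14) fell from 39.9 ± 1.6 to 0.168 ± 0.036 CPM and KDR (ENSG00000128052.10) from 39.1 ± 2.5 to 0.258 ± 0.073 CPM, log2 changes of -7.89 and -7.24. Replicate values of the 2 groups did not overlap for 16279 genes, or 73.5% of those tested, where chance gives 10%.

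At 24 h, 13652 genes passed the threshold in MYC-ER cells, 6734 higher and 6918 lower, and 6090 of them changed at least 2-fold. CA9 (ENSG00000107159.13) rose from 0.190 ± 0.052 to 212 ± 12 CPM (SD, n = 3), a log2 change of 10.11 (SE 0.54, adjusted p 3.62e-13). CR2 (ENSG00000117322.17) rose to 74.5 ± 3.7 CPM with a log2 change of 9.03. HBA1 (ENSG00000206172.8) rose to 12.8 ± 1.5 CPM with a log2 change of 8.09, a value that is uncertain because HBA2 has a nearly identical sequence. NALCN (ENSG00000102452.17) fell from 58.5 ± 2.4 to 0.664 ± 0.062 CPM, a log2 change of -6.46 (SE 0.16, adjusted p 6.83e-19). The other 2 largest falls were in SAA2-SAA4 (ENSG00000255071.3), -7.66, a read-through gene that overlaps its component genes, and SLC2A14 (ENSG00000173262.11), -6.62, a close paralogue of SLC2A3, so both are uncertain. Without MYC-ER 24 h replicate 3, which held 36 counts of SAA2-SAA4, its fitted change was -14.27. That is not a measured size, because the MYC-ER 24 h libraries then left held 0 counts of it.

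At 48 h the count was 9772, with 5179 genes higher and 4593 lower, and 2961 changed at least 2-fold, of which 2330 were higher. CA9 and CR2 again rose most, with log2 changes of 7.50 and 7.01, at 34.7 ± 2.1 and 18.4 ± 0.85 CPM (SD, n = 3). PIF1 (ENSG00000140451.13) rose from 0.135 ± 0.069 to 13.4 ± 0.54 CPM. KRT10 (ENSG00000186395.8) fell from 5950 ± 320 CPM at 0 h, with a log2 change of -5.88 (SE 0.12, adjusted p 8.09e-20), and FBLN5 (ENSG00000140092.14) and MMP7 (ENSG00000137673.9) fell by 5.09 and 5.07 on the log2 scale. The balance of the calls depended on the scaling. With library size alone in place of TMM, 73.8% of the calls at 48 h were higher instead of 53.0%, and with the GC trend removed it was 44.8%, or 4782 higher and 5881 lower. Library size alone moved the median log2 change of all genes by 0.162 at 48 h, and the changes given here are relative to the TMM scale.

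Between successive times, 12296 genes differed between 24 h and 8 h (6300 higher at 24 h) and 11908 between 48 h and 24 h (6258 higher at 48 h). For 24 h against 8 h, the share of higher calls was 51.2% under TMM, 67.8% under library size alone, which moved the median by 0.206, and 44.6% with the GC trend removed. The calls of the 3 times overlapped: 6727 genes were called at all 3 times, and 4988 of them had the same sign throughout, 2710 higher and 2278 lower. Across genes, which are not independent replicates, log2 changes at 8 h and 24 h correlated with Spearman's rho 0.664, at 24 h and 48 h with 0.600, and at 8 h and 48 h with 0.305. Since the 3 contrasts share the 0 h libraries, unchanged simulated groups gave rho of 0.431, 0.429 and 0.431 for these pairs. Unchanged groups differ by noise alone, so these values do not tell what the shared control adds to rho when many genes change. Among genes called at both times of a pair, 88.6% had the same sign at 8 h and 24 h. The share was 87.3% at 24 h and 48 h, and 69.2% at 8 h and 48 h. The simulated groups gave 0 calls.

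**Figure D3:**
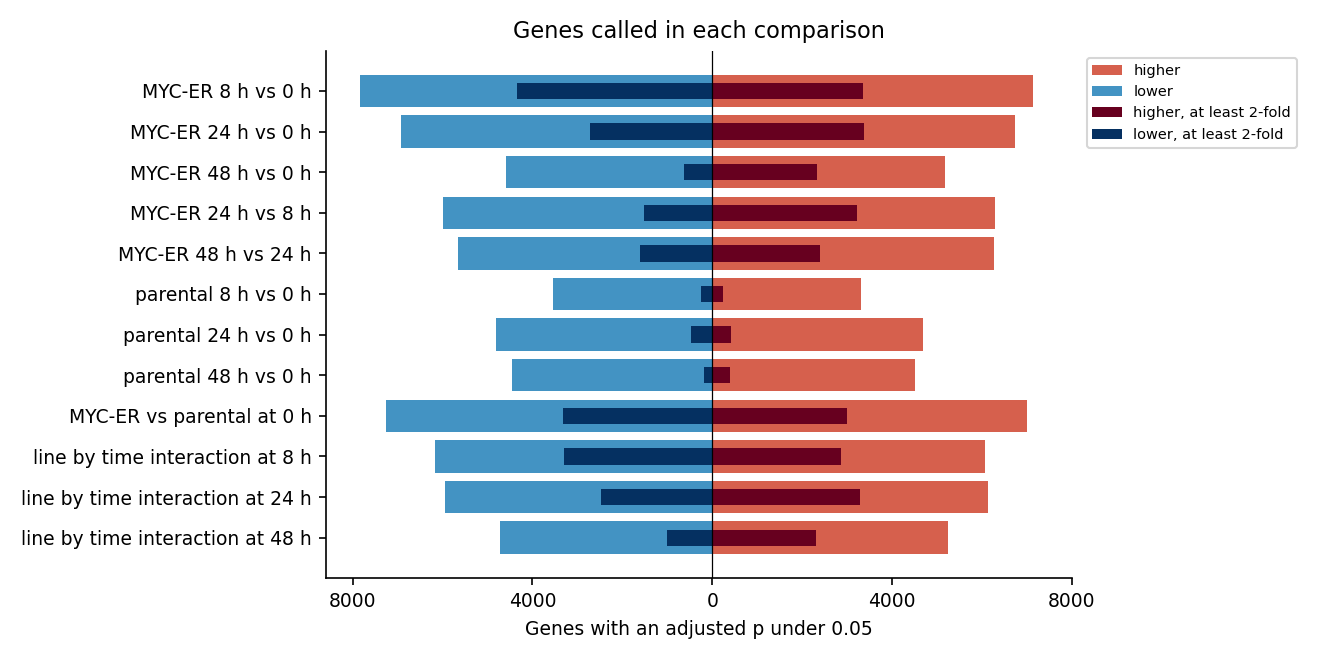
Genes with an adjusted p under 0.05 in each of the 12 contrasts, higher to the right and lower to the left, with narrow bars for those changed at least 2-fold. The MYC-ER contrasts hold 9772 to 14975 calls, and the parental contrasts hold 6870 to 9503 with at most 881 at 2-fold or more.

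The parental line asks what 4-OHT changes without the fusion. Here 6870 genes passed the threshold at 8 h (3319 higher), 9503 at 24 h (4698 higher) and 8978 at 48 h (4515 higher), and 483, 881 and 581 of them changed at least 2-fold. The counts depended on the libraries used to estimate the spread: fits of only the groups compared called 1452, 4923 and 3274 genes. Leaving out parental 0 h replicate 2 raised the numbers changed at least 2-fold to 860, 1615 and 1262, and leaving out parental 0 h replicate 3 lowered them to 353, 589 and 346. SAMD11 (ENSG00000187634.12) fell at 8 h from 13.9 ± 2.3 to 2.92 ± 0.69 CPM (SD, n = 3), a log2 change of -2.25 (SE 0.14, adjusted p 1.28e-09). TP73 (ENSG00000078900.15) and ATOH8 (ENSG00000168874.13) fell by 1.61 and 1.51, and INHBA (ENSG00000122641.11), ALDH1A3 (ENSG00000184254.17) and LRRC8C (ENSG00000171488.15) rose by 1.79, 1.76 and 1.42 on the log2 scale. At 24 h SERPINB2 (ENSG00000197632.9) rose from 1.13 ± 0.25 to 11.4 ± 1.1 CPM, a log2 change of 3.33 (SE 0.23, adjusted p 6.14e-09), followed by DEPP1 (ENSG00000165507.9), 2.74, and INHBA, 2.64. KRT10 fell from 540 ± 21 to 134 ± 1.8 CPM, a log2 change of -2.01, followed by SAMD11, -1.66, and WFDC21P (ENSG00000261040.7), -1.45. At 48 h DEPP1, EGLN3 (ENSG00000129521.14) and INHBA rose by 2.18, 2.04 and 1.88. KRT10, KRT16 (ENSG00000186832.9), which has nearly identical pseudogenes, and GPNMB (ENSG00000136235.16) fell by 1.46, 1.45 and 1.35.

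The parental fold changes followed gene composition. Over 9573 genes with a mean of at least 10 CPM, Spearman's rho across genes between the log2 change and GC content was -0.629 at 8 h, -0.662 at 24 h and -0.656 at 48 h, and with transcript length 0.391, 0.554 and 0.605. In the MYC-ER contrasts against 0 h, rho with GC content was 0.019, -0.064 and 0.026. With GC and length trends removed from each library, the parental counts were 5683, 7132 and 6515, and with the trends removed and only the groups compared they were 2742, 3665 and 1677.

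**Figure D4:**
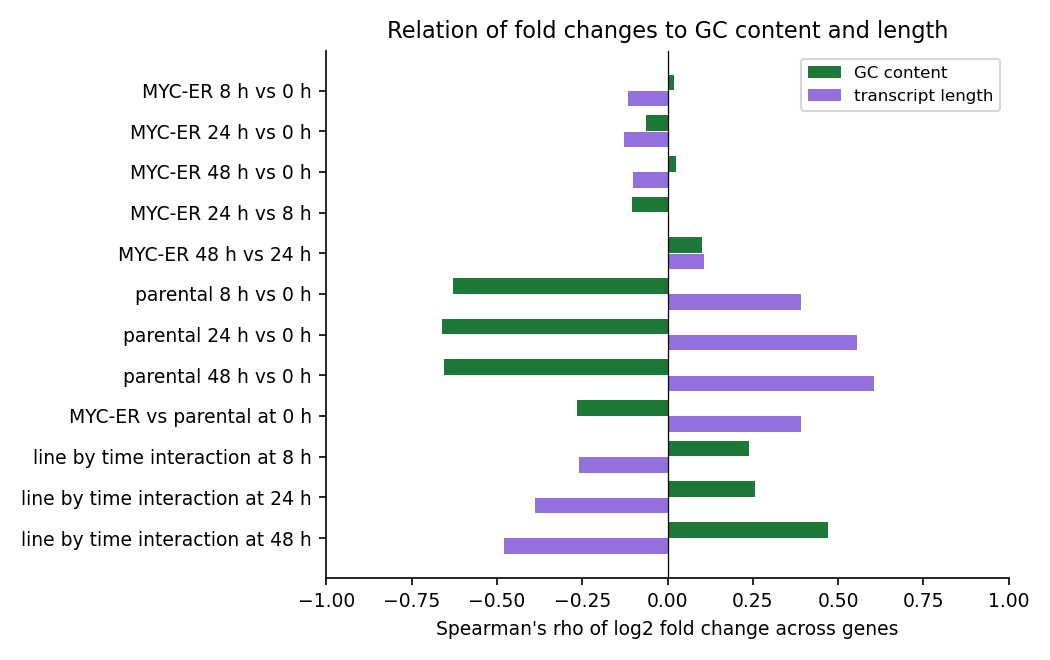
Spearman's rho across 9573 genes between the log2 fold change of each contrast and GC content or transcript length. The parental contrasts reach -0.629 to -0.662 for GC content, and the contrasts within MYC-ER lie between -0.128 and 0.107 for both properties.

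Before 4-OHT the lines already differed. At 0 h, 14244 genes passed the threshold between MYC-ER and parental cells, 6995 higher and 7249 lower in MYC-ER, and 6329 differed at least 2-fold. SLC2A14, uncertain as above, had 41.7 ± 2.0 CPM in MYC-ER and 0.0455 ± 0.0098 in parental cells (SD, n = 3). KLHL38 and ABI3BP (ENSG00000154175.17) were higher in MYC-ER by log2 differences of 9.21 and 7.08. The value was 13.79 for KLHL38 without parental 0 h replicate 3 and 7.80 for ABI3BP without parental 0 h replicate 2. That of 13.79 is not a measured size, because the parental 0 h libraries then left held 0 counts of KLHL38. ETV4 (ENSG00000175832.13) had 0.0808 ± 0.029 CPM in MYC-ER and 32.6 ± 5.0 in parental cells, a log2 difference of -8.64 (SE 0.16, adjusted p 3.77e-21), and AMIGO2 (ENSG00000139211.6) and NTSR1 differed by -8.60 and -8.23. The SE of ETV4 rests on 9 to 19 counts per library in MYC-ER at 0 h and may likewise be too small.

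The interaction asks whether the response to 4-OHT differed between the lines. It passed the threshold for 12227 genes at 8 h, 12071 at 24 h and 9970 at 48 h. At 8 h the MYC-ER change exceeded the parental change most in TFPI2 (log2 interaction 9.27, SE 0.27, adjusted p 8e-17), NTSR1 (9.23) and ETV4 (8.42). It fell short of it most in KLHL38 (-8.33), BMF (-6.09) and KDR (-6.06). The SE of TFPI2 again rests on 4 to 5 counts per library in MYC-ER at 0 h. KLHL38 had 0 to 9 counts in the parental libraries at 0 h and 0 to 5 at 8 h. Its interaction at 8 h (SE 2, adjusted p 0.00108) did not pass the threshold without parental 8 h replicate 2 (-7.20, adjusted p 0.0777), and was -12.89 without parental 0 h replicate 3. At 24 h the extremes were CR2 (8.42), HBA1 (8.37) and BIRC5 (ENSG00000089685.15, 8.08) on one side and KLHL38 (-6.30), SAA2-SAA4 (-6.11) and SLC2A14 (-6.10) on the other. Without parental 24 h replicate 3 the value of CR2 was 9.84. Without parental 0 h replicate 3 that of KLHL38 was -10.87, and without MYC-ER 24 h replicate 3 that of SAA2-SAA4 was -12.72. The values of -12.89, -10.87 and -12.72 each rest on a group left with 0 counts, so they give no measured size. BIRC5 went from 0.503 ± 0.068 to 120 ± 3.6 CPM (SD, n = 3) in MYC-ER cells and from 81.3 ± 11 to 71.2 ± 2.0 in parental cells. At 48 h they were PIF1 (7.04), CR2 (6.74) and UBE2C (ENSG00000175063.17, 6.56) against ABI3BP (-5.00), FBLN5 (-4.98) and SLC2A14 (-4.86), where ABI3BP was -5.73 without parental 0 h replicate 2 and SLC2A14 -4.18 without parental 48 h replicate 2. With library size alone, 63.5% of the interaction calls at 48 h were positive instead of 52.5%, and with the GC trend removed 46.8% were.

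Genes called in both lines at the same time shared their sign in 4198 of 5620 cases at 8 h (74.7%), 4222 of 7064 at 24 h (59.8%) and 2519 of 4848 at 48 h (52%). The log2 changes of the lines correlated across genes with rho 0.312, 0.154 and 0.025. The contrasts of the lines share no library, and simulated unchanged groups gave a mean rho of -0.003 for the 8 h pair. Genes were simulated independently, so this value does not tell what rho correlated genes would give without a common response.

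Of 120 tests of the 10 gene lists, 74 passed the adjusted threshold under camera with the preset correlation, 50 higher and 24 lower. All 74 held under fry, but fry asks whether a list changed at all, whereas camera sets it against the other genes. With many genes changed, fry is easily passed, and it called 102 of the 120 tests. Under camera with an estimated correlation 32 held. These were 10 of the 12 calls for S phase genes, 7 of 12 for G2 and mitosis, 6 of 8 for MYC targets and 9 of 9 for sterol synthesis. MYC targets had a median log2 change in MYC-ER cells of 1.37 at 8 h (adjusted p 2.45e-34) and 0.93 at 24 h (adjusted p 1.6e-19). At 8 h, 59 of the 60 genes were called higher, both over all genes tested and adjusted over the list alone. At 48 h the median was -0.04 (adjusted p 0.971), and 0.12 under library size alone. At 0 h MYC targets were lower in MYC-ER than in parental cells, with a median of -0.92 (adjusted p 2.65e-18) and 56 of 60 called lower. Their mean log2 CPM was 7.21 in MYC-ER at 8 h and 6.80 at 24 h, against 6.77 in parental cells at 0 h. The rise thus stood near the parental level at 24 h. In parental cells the median at 48 h was -0.25 (adjusted p 0.000745, and 0.418 under an estimated correlation). Interactions were 1.39 at 8 h, 1.02 at 24 h and 0.20 at 48 h. The last did not pass the threshold (adjusted p 0.12), but did under library size alone (0.30, adjusted p 0.00648), under upper-quartile scaling (0.28, adjusted p 0.0456), under fry, without parental 0 h replicate 2 (0.26, adjusted p 0.0206) and without parental 48 h replicate 3 (0.23, adjusted p 0.0298). The MYC-repressed list passed the threshold in 1 contrast, 24 h against 8 h, with a median of -0.30 (adjusted p 0.0353), but not under library size alone (-0.10, adjusted p 0.0993), with at least 10 counts in every library (-0.32, adjusted p 0.073) or under an estimated correlation (adjusted p 0.149). Oestrogen response genes had a median of 0.47 in MYC-ER at 8 h (adjusted p 0.0211) and an interaction of 0.59 (adjusted p 0.0396). Neither call held under an estimated correlation, and the interaction did not pass the threshold with GC and length trends removed (0.41, adjusted p 0.0614) or with at least 10 counts in every library (0.55, adjusted p 0.0656).

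The cell cycle was examined with the lists of S phase and of G2 and mitosis genes. In MYC-ER cells the S phase median was 1.66 at 8 h, 3.49 at 24 h and 1.11 at 48 h, and the G2 and mitosis median was 1.03, 5.86 and 4.07, of which that at 8 h did not pass the threshold under an estimated correlation (adjusted p 0.103). All 41 genes of G2 and mitosis were called higher at 24 h and at 48 h, also adjusted over the list alone. In parental cells the S phase median was 0.18, 0.22 and -0.22 at 8, 24 and 48 h and the G2 and mitosis median 0.09, 0.18 and -0.20, each past the threshold. Of these 6 calls, that of S phase genes at 48 h held under an estimated correlation (adjusted p 0.0476) and the others did not. The G2 and mitosis value at 8 h also did not pass the threshold with the GC trend removed (0.07, adjusted p 0.275) or with GC and length trends removed (0.08, adjusted p 0.13), and was 0.14 without parental 0 h replicate 2. At 0 h the 2 lists were lower in MYC-ER than in parental cells, with medians of -2.78 and -5.23 and all 42 and 41 genes called lower. The mean log2 CPM of the G2 and mitosis list was 0.94 ± 0.021 (SD, n = 3) in MYC-ER at 0 h, 6.32 ± 0.0072 at 24 h and 5.77 ± 0.042 in parental cells at 0 h.

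Splicing factors were examined as 3 families, because splicing is a known point of action of MYC. In MYC-ER cells core spliceosome genes had medians of 0.74 at 8 h (adjusted p 6.69e-08) and 0.65 at 24 h (adjusted p 3.75e-08), with 37 of 44 genes called higher at each time, also adjusted over the list alone. hnRNP proteins had medians of 0.68 and 0.65, and SR proteins 0.63 (adjusted p 0.00399) and 0.46 (adjusted p 0.00698). None of these calls held under an estimated correlation. At 48 h the medians were 0.15, 0.09 and 0.09. That of core spliceosome genes did not pass the threshold (adjusted p 0.0858), but was 0.31 (adjusted p 0.00128) under library size alone. That of hnRNP proteins passed it with adjusted p 0.0488, but not with any of 4 libraries left out, with adjusted p from 0.0568 without MYC-ER 0 h replicate 1 to 0.088 without MYC-ER 48 h replicate 1. It also did not with the GC trend removed (0.03, adjusted p 0.136), with GC and length trends removed (0.04, adjusted p 0.0659), with at least 10 counts in every library (adjusted p 0.0644) or under an estimated correlation (adjusted p 0.471). From 24 h to 48 h the medians fell by 0.57, 0.38 and 0.32. Interactions at 24 h were 0.92, 0.59 and 0.38, the last not past the threshold with at least 10 counts in every library (adjusted p 0.0779). That of SR proteins at 8 h was 0.26 (adjusted p 0.0369), but 0.14 (adjusted p 0.0755) under library size alone, 0.16 (adjusted p 0.0546) under upper-quartile scaling, 0.23 (adjusted p 0.113) with at least 10 counts in every library and 0.23 (adjusted p 0.0626) without parental 0 h replicate 2. None of these falls and interactions held under an estimated correlation, with adjusted p from 0.0649 to 0.321. At 48 h the core spliceosome interaction was 0.35 (adjusted p 6.9e-05), where the parental median was -0.28 (adjusted p 3.31e-07). Neither of the 2 held under an estimated correlation (adjusted p 0.335 and 0.209). The interactions of hnRNP and SR proteins at 48 h, 0.09 and 0.07, did not pass the threshold under TMM (adjusted p 0.163 and 0.988). At 0 h core spliceosome genes were lower in MYC-ER than in parental cells, with a median of -0.83 (adjusted p 3.35e-08) and 35 of 44 called lower. hnRNP proteins had -0.43 (adjusted p 4.8e-05) and SR proteins -0.43 (adjusted p 0.0534). Mean log2 CPM in MYC-ER at 24 h and parental cells at 0 h was 6.40 and 6.43 for core spliceosome genes. It was 8.29 and 8.15 for hnRNP proteins and 6.73 and 6.59 for SR proteins. Within the SR family, SRSF1 rose in MYC-ER cells by 1.53 at 8 h and 1.31 at 24 h on the log2 scale. SRSF3 rose by 1.37 and 1.45, and TRA2B by 1.25 and 1.46. SRSF5 changed by -0.92 (SE 0.079, adjusted p 7.55e-10) and -0.66, and SRSF6 by -0.15 and -0.28. The signs of these 5 genes at 8 h and 24 h were the same under each of the 3 other scalings.

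Sterol synthesis genes were higher in MYC-ER cells at 8, 24 and 48 h, with medians of 0.96, 0.89 and 1.07, and in parental cells at 24 h and 48 h, with medians of 0.24 and 0.21. The interaction was 0.78, 0.87 and 0.75, with adjusted p 5.01e-11 at 48 h. Cytosolic ribosomal protein genes were lower in MYC-ER cells at 8 h and 24 h, with medians of -0.39 and -0.35, and at -0.05 (adjusted p 0.217) at 48 h. The last value was 0.11 (adjusted p 0.678) under library size alone and passed the threshold with GC and length trends removed (-0.15, adjusted p 0.0233). In parental cells their medians were -0.32, -0.51 and -0.36, and all 78 genes were called lower at 24 h. Without parental 0 h replicate 3 the medians at 8 h and 48 h were -0.18 and -0.18. Many of these genes have processed pseudogenes that could share their reads. The medians are relative to the TMM scale, and the counts do not give amounts per cell. The interaction for this list passed the threshold at 48 h alone (0.32, adjusted p 0.00698), but not with GC and length trends removed (0.09, adjusted p 0.693) or without parental 0 h replicate 3 (0.17, adjusted p 0.139). None of the ribosomal calls held under an estimated correlation.

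**Figure D5:**
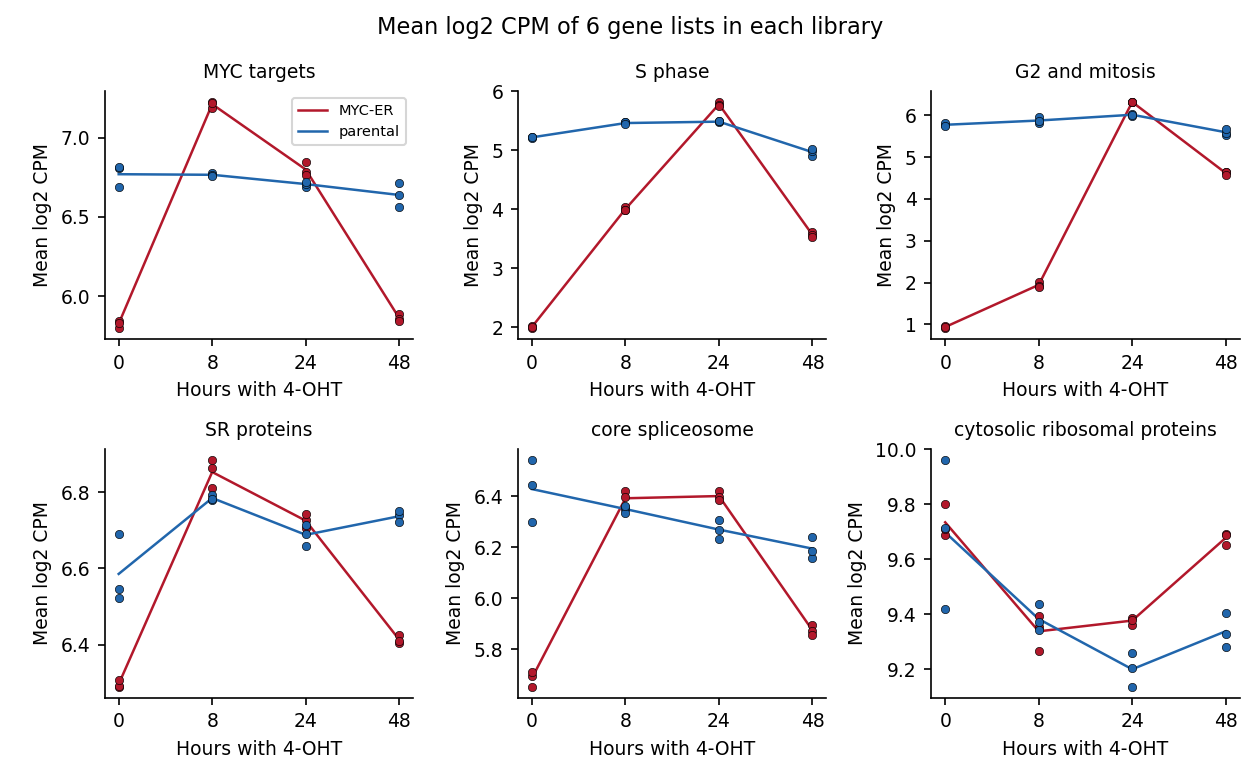
Mean log2 CPM of 6 gene lists, with 1 point per library and a line through the group means, against the time with 4-OHT drawn at equal spacing; the vertical axes differ. In MYC-ER cells the G2 and mitosis mean goes from 0.94 at 0 h to 6.32 at 24 h, while the parental mean starts at 5.77.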

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

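The tests of GC content and length, of single libraries and of other splits of the libraries were chosen or worded only after the results they concern had been seen. The tests of depth and of abundant genes were written before. The shares of calls in common were computed after the counts had been seen.

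The change after 4-OHT differed between the lines by a test of the difference itself. The line by time interaction passed the threshold for 12227 genes at 8 h, 12071 at 24 h and 9970 at 48 h. With every library thinned to the lowest total, 12128, 11974 and 9874 genes passed it, and 97.7%, 97.8% and 97.1% of the calls were the same genes with the same sign, so a difference in depth between the groups was not the cause of most calls. Without the mitochondrial genes and the 10 most abundant genes of any library, 49 genes in all, the counts were 12197, 12016 and 9922, with 99.7%, 98.8% and 99.1% of the calls shared in this way. Removing each library's trend on GC content and transcript length gave 12847, 12188 and 9373, but shared 93.1%, 86.3% and 72.1% of the calls, so at 48 h composition bias may contribute to more of the calls than at the earlier times. The lowest counts with 1 library left out were 11675, 11492 and 9149, and the lowest shares of calls in common were 93.5%, 93.2% and 88.9%, which argues against a single mislabelled library. Fits of only the 12 libraries of each interaction called 11360, 11207 and 8606 genes.

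Other splits of the same 12 libraries, which regrouped the times within each line, 100 drawn for each time with the real one included, gave as many calls in 3 of the 100 at 8 h, 1 at 24 h and 1 at 48 h, the real split being counted in each. The highest counts among the other splits were 11865, 9646 and 5393, in splits that left the MYC-ER times in place and mixed those of the parental line, so the comparison with other splits rests mostly on the MYC-ER times. For each comparison of 3 libraries with 3, the real split alone, 1 of the 10 possible, gave as many calls: this held for 8, 24 and 48 h against 0 h in MYC-ER cells, for 24 h against 8 h and 48 h against 24 h, for the 3 parental contrasts and for the lines at 0 h. With 10 splits the share cannot fall under 0.1. The other splits each mix libraries of the groups compared, so a real difference widens the spread within their groups and lowers their counts. Their low counts, at most 2 calls, therefore do not show how many genes would be called without a difference, and the same holds for the splits of the interactions that mix the MYC-ER times. For MYC-ER 8 h against 0 h they gave 36 to 73 genes at an unadjusted p under 0.05, fewer than chance gives among 22158 genes, and in the parental contrasts up to 2020, 1382 and 1351 at 8, 24 and 48 h, against 5916, 8134 and 7176 in the real splits.

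At 1 time each, the lists of core spliceosome, S phase and G2 and mitosis genes moved in opposite directions in the lines, past the threshold in both. Core spliceosome genes had a median log2 change of 0.65 in MYC-ER cells and -0.16 in parental cells at 24 h, with an interaction of 0.92 (adjusted p 2.46e-10), called higher for 35 of 44 genes. The parental value did not pass the threshold with GC and length trends removed (-0.08, adjusted p 0.0659) or under camera with an estimated correlation (adjusted p 0.451), where the other alternatives gave adjusted p from 0.00023 to 0.00727, and was -0.08 without parental 0 h replicate 3. The interaction was 0.74 with the trends removed and did not pass the threshold under camera with an estimated correlation (adjusted p 0.145), over a range of adjusted p from 3.02e-13 under library size alone. S phase genes had medians of 1.11 and -0.22 at 48 h, with an interaction of 1.39, and G2 and mitosis genes 4.07 and -0.20, with an interaction of 4.05. At 8 h and 24 h both lists instead rose in both lines, with parental medians of 0.18 and 0.22 for S phase genes and 0.09 and 0.18 for G2 and mitosis genes. The parental fall of G2 and mitosis genes at 48 h did not pass the threshold under an estimated correlation (adjusted p 0.188, over a range from 3.74e-13 with the trends removed), while that of S phase genes did (adjusted p 0.0476, over a range from 4.1e-13 with the GC trend removed). With the trends removed these interactions were 1.34 and 4.19, and with 1 library left out they ran from 1.31 to 1.44 and from 3.94 to 4.27.

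For the interactions, the fits for depth, abundant genes, GC content and length, and single libraries shared at least 72.1% of the calls with the same sign, the lowest share being that at 48 h with the trends removed. A response that needs the fusion may therefore account for much of the difference between the lines. This is a hypothesis found and tested on the same counts. Its nearest measure is the 12128 interaction calls at 8 h at equal library totals. The lines also differed before 4-OHT, so a response that depends on the starting state of the cells stays open, and so do effects of sequencing lane, since the lane of each library is not stated. Reads shared between paralogues or pseudogenes were not tested over all genes.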

How the results depend on the processing

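The GC and length corrections, with or without the restriction to the groups compared, were chosen after seeing the data, the other alternatives before. The numbers of genes called in the MYC-ER contrasts, between the lines at 0 h and in the interactions stayed within 1.5 times their values under every alternative run and with any 1 library left out. For MYC-ER at 8 h they ran from 12692 with at least 10 counts in every library, where fewer genes were tested, to 15345 with GC and length trends removed, and from 14256 to 14345 across the 6 fits that each left out 1 library.

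The parental counts moved most. Fits of only the groups compared called 1452, 4923 and 3274 genes at 8, 24 and 48 h, in place of 6870, 9503 and 8978, since the spread is then estimated from 6 libraries, among them the variable 0 h group. With GC and length trends also removed, they called 2742, 3665 and 1677. With 1 library left out, the counts ran from 4720 to 9166, from 7826 to 10678 and from 7065 to 10277, each highest without parental 0 h replicate 2. The numbers changed at least 2-fold ran from 353 to 860, from 589 to 1615 and from 346 to 1262. Requiring 10 counts in every library gave 242, 513 and 313 such genes in place of 483, 881 and 581. With GC and length trends removed and only the groups compared there were 258, 372 and 160, with only the groups compared 242 at 8 h and 319 at 48 h, and with the trends alone removed 570 at 24 h. The minimum of 10 counts also lowered the 2-fold counts to 1764 for MYC-ER at 48 h, 2994 for 24 h against 8 h and 4204 between the lines at 0 h, with fewer genes tested. The DESeq2 Wald test called 7587, 9914 and 9379 parental genes.

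Camera with an estimated correlation left 32 of the 74 list calls. It estimates the correlation between the genes of each list, in place of the preset 0.01. Fry, which does not set a list against the other genes, called 102, and the other alternatives for the lists 69 to 78. SR proteins in parental cells at 8 h, 0.06, reversed to -0.09 with the GC trend removed and -0.08 with GC and length removed. MYC targets in MYC-ER cells at 48 h, with a median of -0.04 and no call, changed the direction of the camera test with the GC trend removed (-0.09) and with GC and length removed (-0.06), and had medians from -0.05 to -0.03 with 1 library left out; the cause was not tested. Among the list tests, 59 comparisons with an alternative were weaker and 7 stronger, and among those with 1 library left out 6 were weaker and 2 stronger. For the held-out lists, 20 were weaker under an alternative and 2 with 1 library left out.

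Some fold changes of MYC and ESR1 reversed. MYC in parental cells at 24 h, -0.07, was 0.08 with the GC trend removed, 0.15 with GC and length removed and 0.15 with these removed and only the groups compared, and from -0.16 to 0.04 with 1 library left out, of which -0.16, without parental 0 h replicate 1, passed the threshold (adjusted p 0.03). At 48 h, -0.02, it was 0.04 under library size alone, 0.11 with the GC trend removed, 0.19 with GC and length removed and 0.20 with these removed and only the groups compared, and from -0.11 to 0.11 with 1 library left out. The value of 0.19 passed the threshold (adjusted p 0.0383), and the other reversed values at 48 h had adjusted p from 0.193 to 0.77. ESR1 in parental cells at 8 h, 0.34, ran from -0.08 to 0.58 with 1 library left out, and its interaction at 48 h, -0.20, was 0.10 with GC and length removed. At 18 to 54 counts per parental library, the depth limits what can be said about ESR1. Of the other fold changes, 5 comparisons with an alternative were weaker and 4 stronger, and with 1 library left out 7 were weaker and 2 stronger. The cause of these reversals was not tested.

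Library size alone moved the median log2 change of all genes by 0.109 at 24 h and 0.162 at 48 h in MYC-ER cells, 0.206 for 24 h against 8 h, and -0.118 and 0.102 for the interactions at 8 h and 48 h. Upper-quartile scaling moved it by -0.139 at 8 h and 0.104 for 24 h against 8 h. In each of the 12 contrasts, at least 1 alternative changed which sign had more calls. For MYC-ER at 48 h the share of higher calls ran from 44.8% with the GC trend removed to 73.8% under library size alone. Fits with the replicate number as a block within each line called 14757, 13478 and 9573 genes in MYC-ER cells and 6621, 9307 and 8720 in parental cells. The numbers do not pair the libraries: over 36 pairs of libraries with the same number in the same line, the median correlation of deviations from the group mean was -0.005. The DESeq2 Wald test, the fits of only the groups compared, the fits without a filter and the block within line give no list tests. The block within line gives no comparison of the lines at 0 h.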

Other observations

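The held-out gene lists, the tests of GC content and single libraries for the HIF and NF-kB lists, and the use of separate 0 h libraries were written before the values they measure had been seen. The tests of GC content for the other patterns, those of ESR1, MYC and sterol genes, and those of the cell-cycle lists other than by held-out genes were chosen only after. Each list holds genes not looked at before it was written, apart from 1 FOXO target that another list also holds.

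MYC-ER cells at 0 h were low in S phase genes (median -2.78 against parental cells at 0 h) and in G2 and mitosis genes. For the latter the median was -5.31 with GC and length trends removed and at the nearest to 0 was -5.15 with 1 library left out, which argues against composition bias as the whole cause and against a single mislabelled library. Held-out ERK targets had a median of -3.01 in the same comparison, 21 of 22 called lower and the same 21 when adjusted over the list alone, and an interaction of 2.66 at 8 h. Their mean log2 CPM was 1.92 ± 0.0091 (SD, n = 3) in MYC-ER at 0 h, 4.74 ± 0.046 at 8 h, 3.15 ± 0.007 at 24 h and 4.65 ± 0.059 in parental cells at 0 h. In MYC-ER cells at 0 h 1 ERK target lay at or under 3 counts. With it at its bound the medians are -3.01 and 2.56. Held-out FOXO targets had a median of 1.54 at 0 h, with 18 of 19 called higher. Adjusted p under camera with an estimated correlation was 0.000175 for both ERK tests and 0.00626 for FOXO. Lower ERK output and higher FOXO activity in the MYC-ER wells at 0 h, with ERK output back at 8 h, may thus go with the low cell-cycle transcripts at 0 h. At later times these lists did not run in parallel in MYC-ER cells. At 8 h the G2 and mitosis mean was still 1.94, though the S phase mean rose from 2.01 to 4.00. At 48 h the G2 and mitosis mean was 4.62, with the ERK mean at 3.14. The FOXO mean at 48 h was 5.80, against 6.18 at 0 h. Of the ERK targets, 19 were above 1 CPM in every group. Whether the inactive fusion or another feature of the MYC-ER wells sets their state at 0 h cannot be told apart. A state of the wells unrelated to the fusion would give the same S phase value of -2.78. No other untreated MYC-ER culture is in the design.

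CA9 rose in MYC-ER cells, and EGLN3 and DEPP1 rose in parental cells, which led to a test of held-out HIF targets. At 24 h their median was 1.35 in MYC-ER cells, with 22 of 24 called higher, and 0.34 in parental cells, with 13 of 24 called higher. The parental value was 0.21 with GC and length trends removed and at the nearest to 0 was 0.30 with 1 library left out, past the threshold in both. Neither median passed it under camera with an estimated correlation (adjusted p 0.0877 and 0.222). Both did under fry, which does not set the list against the other genes. Higher HIF activity may contribute at 24 h of 4-OHT in both lines, with a larger change in MYC-ER cells at that time (interaction 1.02, adjusted p 2.44e-05, and 0.181 under an estimated correlation). The change was not limited to 24 h. At 8 h the median was 1.06 in MYC-ER cells (adjusted p 6.62e-06) and 0.26 in parental cells (adjusted p 7.46e-06). The interaction at 8 h was 0.81 (adjusted p 0.000654). Under an estimated correlation none of the 8 h values passed the threshold (adjusted p 0.169, 0.169 and 0.264). At 48 h the median was 0.26 in MYC-ER cells, not past the threshold under camera (adjusted p 0.101). It was 0.27 in parental cells (adjusted p 0.00021, and 0.233 under an estimated correlation). Under fry both passed it (adjusted p 0.000687 and 0.000522). The interaction at 48 h was 0 (adjusted p 0.699). CA9 was still higher at 48 h in MYC-ER cells by a log2 change of 7.50, which these targets do not account for.

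Inflammatory genes were seen to be low at 24 h and back at 48 h in MYC-ER cells. Held-out NF-kB targets had a median of -1.28 from 0 h to 24 h and 1.98 from 24 h to 48 h, the latter with 18 of 18 called higher. With 1 gene at its bound the first is -1.04 and the second 1.98. The second was 1.89 with GC and length trends removed and at the nearest to 0 was 1.89 with 1 library left out. Adjusted p under an estimated correlation was 0.0147 and 0.000287. A fall and return of NF-kB activity is a candidate explanation. From 0 h to 48 h the median was 0.64 (adjusted p 0.012, 7.05e-08 under fry and 0.222 under an estimated correlation). The list may thus lie above its 0 h level at 48 h. In parental cells the median was 0.35 at 24 h, and 0.14 (adjusted p 0.277) without parental 0 h replicate 2.

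In parental cells the change after 4-OHT followed GC content across genes, with rho -0.629 at 8 h, -0.662 at 24 h and -0.656 at 48 h, and the replicates of the parental 0 h group differed along it too: the rho of their deviations from the group mean with GC content was 0.585, -0.688 and 0.535. Against replicate 2 alone as the control, rho at 8, 24 and 48 h was -0.143, -0.488 and -0.502. Composition bias of the parental 0 h libraries could thus be part of the parental calls. It is not the whole, since 2742, 3665 and 1677 genes were called with the trends removed and only the groups compared. Cytosolic ribosomal protein genes at 24 h in parental cells kept a median of -0.39 (adjusted p 1.19e-24) with the trends removed, over a range of adjusted p up to 0.188 under an estimated correlation. Whether 4-OHT or library preparation caused the rest was not tested.

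The ESR1 row held at most 0.184% of the MYC count in a MYC-ER library and 0 to 5 counts at 8 h, which argues against ESR1 reads coming from the hormone-binding part of the fusion as counted here. It says little about the level of the fusion, since the labels do not give the human or mouse origin of that part. The MYC row fell at 48 h (log2 change -0.64). A fall of the endogenous transcript and a change in fusion reads cannot be told apart, since it was not tested whether fusion reads fall in this row and no read positions were used.

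Changes in MYC-ER cells ran towards the parental baseline: rho across genes between the change and the parental minus MYC-ER difference at 0 h was 0.695 at 8 h, 0.694 at 24 h and 0.438 at 48 h, where the shared 0 h libraries alone gave 0.435 in simulated unchanged groups. With separate 0 h libraries on each side, mean rho was 0.648, 0.628 and 0.364, which the shared libraries do not explain. Sterol synthesis genes had an interaction of 0.75 at 48 h, which argues against 4-OHT itself as the whole cause of their rise in MYC-ER cells, and at 0 h they were lower in MYC-ER cells (median -1.02), so a return towards the parental level may be part of it.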
